A study of Homo sapiens with 27 samples (transcriptomic, total RNA). Its data were reported in "Unique long non-coding RNA expression signature in ETV6/RUNX1-driven B-cell precursor acute lymphoblastic leukemia" (2016).

How the data were processed

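RNA sequencing was performed on REH cells, an established human B-cell precursor acute lymphoblastic leukemia (BCP-ALL) line that carries the ETV6/RUNX1 fusion gene. Cells were harvested 72 hours after addition of medium alone or of an LNA GapmeR at 10 µM. An LNA GapmeR is a short antisense oligonucleotide with locked nucleic acid bases at both ends, which leads RNase H to cut RNA that pairs with it. It entered the cells without a transfection reagent. For each of 4 lncRNAs (lnc-TIMM21-5, lnc-RTN4R-1, lnc-ASTN1-1 and lnc-NKX2-3-1) there were 2 GapmeRs, here called GapmeR1 and GapmeR2. A non-targeting GapmeR (NTC) and medium served as controls. Per the methods of the study, replicates of the treatment were done on separate days.

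The authors aligned reads to the human genome (hg38) with STAR, whose gene counting gave, for each gene, the number of uniquely mapped reads that overlapped that gene and no other. The deposited values are these raw counts, with no normalisation, in 3 columns per sample: counts regardless of strand, and counts for each of both strand orientations. The annotation release behind the counts was not stated. The labels describe ribodepleted total RNA in a stranded protocol, whereas the methods describe selection of poly-A RNA. Selection of poly-A RNA would miss transcripts with no poly-A tail, so the difference bears on which RNAs the counts can show. Reads that mapped to several places were not counted, so genes with near-identical copies, such as immunoglobulin segments, can be undercounted and their values are uncertain.

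The strand column with the larger total was used where it held at least 80% of both strand columns, a rule set in advance. Column 4 of the gene tables held 95.27% and was used. Each table had 60619 Ensembl gene identifiers. Symbols, gene types and coordinates (GRCh38, counted from 1) were taken from GENCODE v44, which matched 56434 identifiers and not the other 4185. Each lncRNA name was paired with its Ensembl identifier from the study's own list of transcripts, and no value was taken from that list. Sample groups and replicate numbers came from the labels.

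Counts were tested with edgeR (4.0.16) quasi-likelihood F tests (robust fit) in R (4.3.3) after TMM normalisation. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), and the 4 targets were always kept. Each comparison was fitted on its own samples, with no covariate, after the study's design of both GapmeRs of a lncRNA against the controls. Its tool, DESeq2, was an alternative here. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 is called changed. Standard errors of log2 fold changes were derived from the F statistics. CPM values, which are counts relative to library size, used TMM library sizes, and log2 CPM a prior count of 2. Each GapmeR was also compared alone with the controls and with the other GapmeR against the same lncRNA. A gene shared by both GapmeRs was changed in both single fits with the same sign. Target levels were also compared by exact permutation tests of mean log2 CPM over all splits of the samples. The log2 fold changes of the 8 GapmeRs, from one fit of all samples, were correlated across genes, and the mean within GapmeR pairs was ranked among all ways to pair them.

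The rule for the genes named was fixed in advance. It took the targets and neighbouring genes, the genes the study's text names for a comparison, up to 5 genes with the largest fold change among those changed and moved the same way by both GapmeRs, and up to 3 genes with the smallest adjusted p-value between both GapmeRs of a lncRNA and between NTC and medium. The alternatives were DESeq2 (1.42.0), RLE normalisation, no low-count filter, at least 10 counts in every sample, NTC only as controls, NTC with the GapmeRs of the other lncRNAs as reference, one fit of all samples, the replicate number as a block, unstranded counts, and each replicate left out in turn. After the results were seen, the p-values of each target between its own GapmeRs were also adjusted over the 4 targets only, and every target was compared with the controls for each single GapmeR against another lncRNA. Other splits of the samples were refitted, all of them or 100 drawn with a fixed seed. Where a lowered gene's length was examined, it was compared with 10000 draws of unchanged genes (adjusted p-value of at least 0.5 and absolute log2 fold change under 0.25) from the same one of 5 strata of spliced length and 5 of expression.

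The fits were tested on simulated counts with the means, dispersions and library sizes of the real data and 200 genes changed by a log2 fold change of 1 in size. All 200 were recovered (100%), and 4.76% to 7.83% of the genes called were false in the fits with no simulated day effect. With a simulated day effect, 88% were recovered without the block and 100% with it. Full recovery without the block was thus seen only where no day effect was simulated. In the real data, each pooled comparison with the controls had more changed genes with the block than without it. The simulated recovery therefore does not give the power of the real fits without the block. Recovery of genes with few counts, such as some of the targets, was not reported separately.

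Total counts ranged from 14627110 to 22750945 per sample. A gene with fewer than 3 counts in a sample was taken as below what the depth can show, which in the sample of lnc-NKX2-3-1 GapmeR2 with no count for its target is 0.175 CPM. Python (3.11.15), pandas (2.3.3), numpy (2.4.6) and matplotlib (3.10.9) were used for tables and plots. A search for sites of the GapmeRs in other transcripts was not analysed here. Functional annotation of gene lists was left out because no gene sets were at hand.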

Results

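The counts came from 27 samples of REH cells in 10 groups. Medium alone had 2 samples and NTC 3, which together are the 5 controls. GapmeR1 and GapmeR2 had 2 and 3 samples for lnc-NKX2-3-1, 3 and 3 for lnc-RTN4R-1, 3 and 3 for lnc-TIMM21-5, and 3 and 2 for lnc-ASTN1-1. Total counts, in order of replicate number, were 18846647 and 18659467 for medium, and 17770849, 16028895 and 17785046 for NTC. They were 22542504 and 19969434 for lnc-NKX2-3-1 GapmeR1, and 22311701, 17815507 and 16092002 for its GapmeR2. For lnc-RTN4R-1 they were 19232119, 21166987 and 18927916 with GapmeR1, and 17657705, 18468182 and 17344682 with GapmeR2. For lnc-TIMM21-5 they were 18776820, 19758387 and 22750945 with GapmeR1, and 20934384, 21408948 and 21610069 with GapmeR2. For lnc-ASTN1-1 they were 17691264, 14627110 and 18973925 with GapmeR1, and 18301713 and 17065204 with GapmeR2, whose samples were replicates 1 and 3. Between 71.5% and 77.0% of the reads of a sample were assigned to a gene, and 21540 to 23947 genes had at least 1 count.

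Replicates were compared before they were averaged. Counts differed by more than sampling noise in all 24 within-group pairs (chi-square per degree of freedom from 3.45 to 17.4), so no library appeared to be present more than once within a group. Pairs from different groups were not compared in this way. The median was 5.18 for pairs of replicates 1 and 2 and 12.7 for pairs that included replicate 3. Across 16268 genes, the first principal component held 22.4% of the variance, and the replicate number explained 76.5% of it. All 8 samples of replicate 3 lay at 14.57 or above on this component and the other 19 at 3.06 or below. The group explained 75.5% of the second component, which held 12%. Deviations from the group means correlated at a mean of 0.263 over the 109 pairs of samples from different groups with the same replicate number, against -0.130 over the 218 pairs with different numbers. The numbers therefore pair the samples, and results with the replicate number as a block are given beside those without it. The pairing is taken from the labels.

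**Figure D1:**
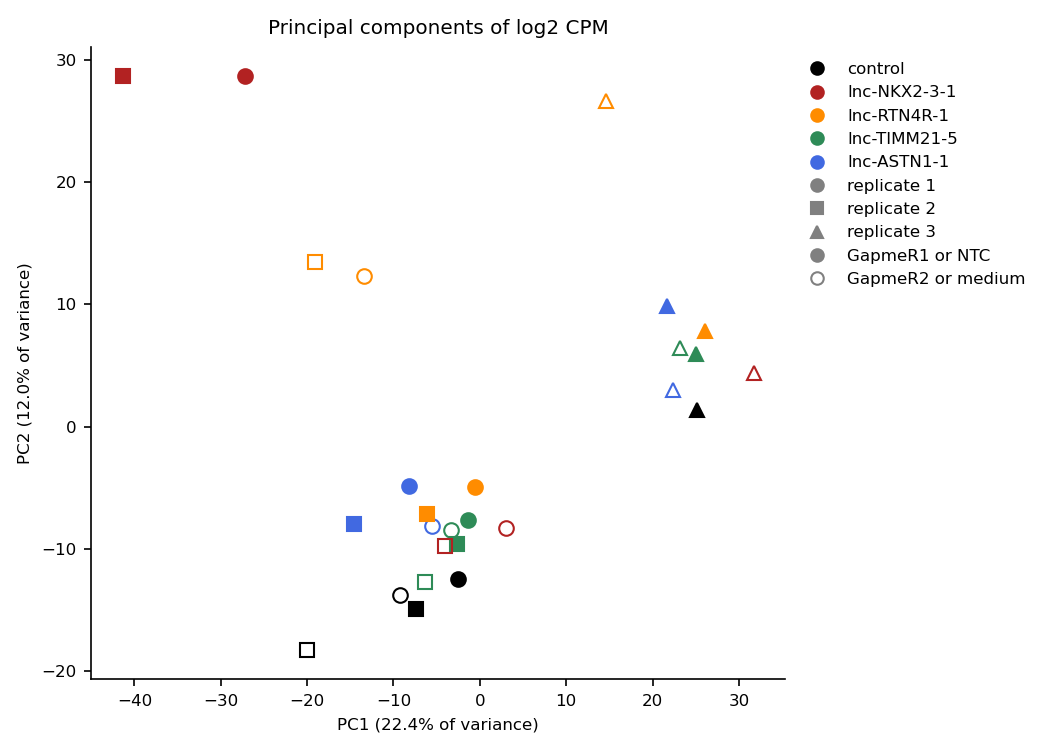
First and second principal components of log2 CPM for the 27 samples (axes in component units), with colour for the lncRNA targeted, filled markers for GapmeR1 or NTC, open markers for GapmeR2 or medium, and marker shape for the replicate number. The 8 replicate 3 samples lie at 14.57 or above on the first component, apart from the other 19.

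The first question was whether each lncRNA was lower in cells given its own GapmeRs. lnc-NKX2-3-1 (ENSG00000228778, chromosome 10, 99526948 to 99528467, plus strand, a lncRNA gene with 2 exon blocks) was at 0.117 ± 0.085 CPM (SD, n = 5) with its GapmeRs and 0.761 ± 0.354 CPM (SD, n = 5) in the controls. It had a log2 fold change of -2.59 (standard error 0.504), with 15.3% of the control level remaining, but the edgeR adjusted p-value was 0.393. With 0 to 23 counts per sample, this gene is close to what the depth can show. The exact permutation test gave p = 0.00794, with 2 of the 252 splits as extreme (0.0254 after adjustment for the 16 combinations of target and GapmeR pair). lnc-RTN4R-1 (LINC02891, ENSG00000249923, chromosome 22, 20198729 to 20204918, minus strand, 4 exon blocks) was at 5.27 ± 1.07 CPM (SD, n = 6) against 20.8 ± 2.55 CPM (SD, n = 5), or 25.4% of control. Its log2 fold change was -1.98 (standard error 0.134, edgeR adjusted p-value 1.57e-06, exact permutation p = 0.00216). lnc-TIMM21-5 (NETO1-DT, ENSG00000263958, chromosome 18, 72868388 to 72881404, plus strand, 4 exon blocks) was at 0.248 ± 0.164 CPM (SD, n = 6) against 1.57 ± 0.486 CPM (SD, n = 5), 15.8% of control, with 1 to 40 counts per sample. Its log2 fold change was -2.64 (standard error 0.348, edgeR adjusted p-value 0.0168, exact permutation p = 0.00216). lnc-ASTN1-1 (ENSG00000227579, chromosome 1, 177392667 to 177920152, minus strand, 14 exon blocks) was at 11.4 ± 1.93 CPM (SD, n = 5) against 25.2 ± 1.51 CPM (SD, n = 5), 45.2% of control. For this target it was -1.14 (standard error 0.100, edgeR adjusted p-value 0.000209, exact permutation p = 0.00794). With the replicate block, with pairing taken from the labels (correlation of deviations 0.263), the log2 fold changes were -2.62, -1.95, -2.55 and -1.14 in the same order, and the adjusted p-value of lnc-NKX2-3-1 was 0.102. The adjusted p-value of lnc-NKX2-3-1 was past the threshold with DESeq2 (0.0462) and without the low-count filter (0.0113). So it was against NTC and the GapmeRs of the other lncRNAs (0.00501) and in one fit of all samples (0.000215). It stayed short with RLE normalisation, at least 10 counts in every sample, NTC only as controls and unstranded counts. Unstranded counts moved lnc-NKX2-3-1 most, to a log2 fold change of -0.642 (standard error 0.251).

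The direct log2 fold change of the target between GapmeR1 and GapmeR2 was 0.00120 for lnc-NKX2-3-1, 0.323 for lnc-RTN4R-1, 0.505 for lnc-TIMM21-5 and -0.368 for lnc-ASTN1-1, with edgeR adjusted p-values of 0.9997, 0.396, 0.99996 and 0.999. The replicate block (pairing from the labels, correlation of deviations 0.263) gave -0.475, 0.327, 0.530 and -0.332 (standard errors 0.879, 0.134, 0.571 and 0.112), with adjusted p-values across all genes of 0.708, 0.0662, 0.886 and 0.0867. When the same block fits were adjusted over the 4 targets only, the edgeR p-values were 0.589, 0.0446, 0.482 and 0.0202. The block fits for lnc-NKX2-3-1 and lnc-ASTN1-1 had 1 residual degree of freedom. lnc-RTN4R-1 was higher with GapmeR1 in 3 of 3 replicate numbers and lnc-ASTN1-1 lower with GapmeR1 in 2 of 2, so a difference between the GapmeRs is not excluded for these targets. For the other targets the standard errors were too large to tell. Of the 12 combinations of a target with the pooled GapmeRs against another lncRNA, 1 was past the threshold. lnc-ASTN1-1 was at 16.4 ± 1.37 CPM (SD, n = 6) with the lnc-RTN4R-1 GapmeRs against 25.2 ± 1.51 CPM (SD, n = 5) in the controls. Its log2 fold change was -0.622 (standard error 0.0732, edgeR adjusted p-value 0.000762), it was lower in 6 of 6 samples than in every control, and the exact permutation test gave p = 0.00216 (0.0115 adjusted). With single GapmeRs, 3 of the 24 combinations were past the threshold, and 4 with the block. lnc-ASTN1-1 was lower with lnc-RTN4R-1 GapmeR1 and GapmeR2 (log2 fold changes -0.590 and -0.654), and also with lnc-NKX2-3-1 GapmeR1, at 18.3 ± 1.75 CPM (SD, n = 2), where it was -0.475 (standard error 0.0992, edgeR adjusted p-value 0.00529) and 2 of 2 samples lay below every control. The combination added by the block was lnc-RTN4R-1 with lnc-NKX2-3-1 GapmeR1, with a log2 fold change of -0.416 (standard error 0.0863, edgeR adjusted p-value 0.000208).

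**Figure D2:**
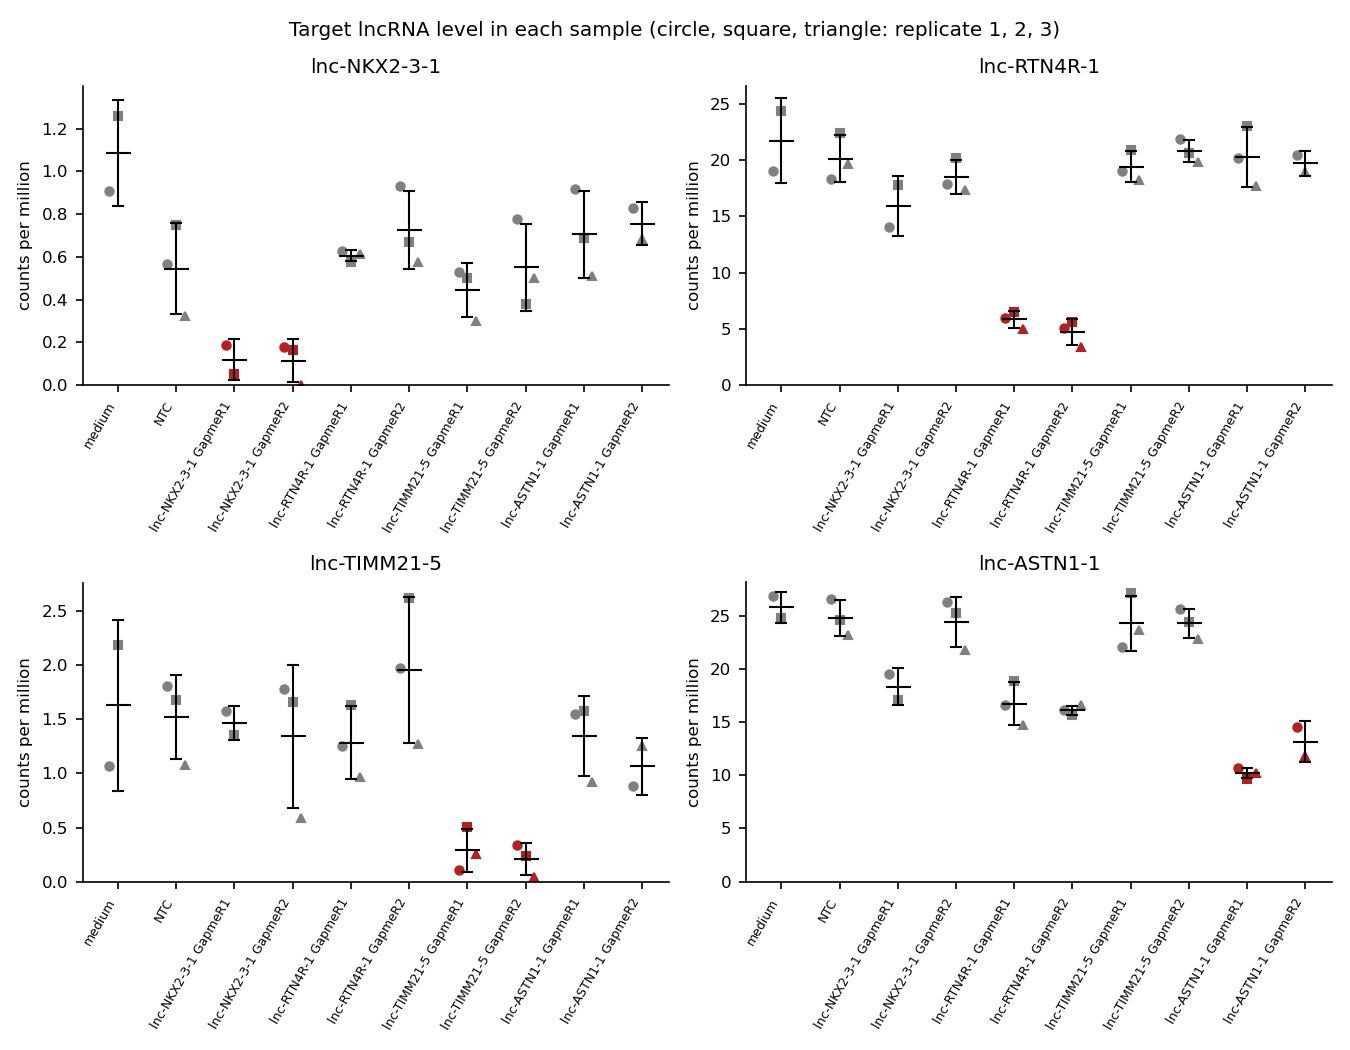
CPM of each target lncRNA in every sample (one panel per lncRNA, groups along the horizontal axis), with red for samples given GapmeRs against that lncRNA, marker shape for the replicate number, and black bars for the group mean and SD. lnc-RTN4R-1 was at 5.27 CPM with its own GapmeRs and 20.8 CPM in the controls.

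The next question was which genes changed upon lnc-NKX2-3-1 knockdown. Of 14851 genes tested with both GapmeRs pooled (n = 5 against 5), 0 were changed, and with the replicate block 2 were, both lower (pairing from the labels, correlation of deviations 0.263). The GapmeRs differed when each was compared alone. GapmeR1 (n = 2) changed 2713 genes, 1142 higher and 1571 lower, and GapmeR2 (n = 3) changed 0, which became 5611 and 412 with the block. No gene was shared by both GapmeRs, against 192 with the block. Directly between the GapmeRs, 1994 genes differed (612 higher and 1382 lower with GapmeR1), and 6421 with the block, in a fit with 1 residual degree of freedom. GapmeR1 had no replicate 3 sample. In replicates 1 and 2 alone, 2918 genes differed. The 3 genes with the smallest adjusted p-values were lower with GapmeR1. TENM4 (ENSG00000149256, chromosome 11, 78652829 to 79441030) was at 18.8 ± 1.15 CPM (SD, n = 2) against 119 ± 2.07 CPM (SD, n = 3), with a log2 fold change of -2.68 (standard error 0.0956, adjusted p-value 7.58e-07). It was also among the genes shared by both lnc-RTN4R-1 GapmeRs. The log2 fold changes of SIPA1L1 (ENSG00000197555, chromosome 14, 71320449 to 71741229) and IGSF10 (ENSG00000152580, chromosome 3, 151425384 to 151461061) were -2.69 and -2.30 (adjusted p-value 1.48e-06 for each). The alternative that moved the pooled count most was one fit of all samples, with 860 genes.

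The immunoglobulin genes named in the study rose with the pooled GapmeRs, but none was past the threshold. All are short segments at the heavy chain locus on chromosome 14 or the lambda locus on chromosome 22, and reads shared between similar segments make their counts uncertain. IGHV3-15 (ENSG00000211943, 106153624 to 106154163) had a log2 fold change of 0.445 (standard error 0.107, adjusted p-value 0.604). Among the lambda segments, IGLV2-23 (ENSG00000211660, 22697789 to 22698407) had 1.24 (standard error 0.247, adjusted p-value 0.443) and IGLC6 (ENSG00000222037, 22919535 to 22919851), annotated as a pseudogene, had 1.19 (standard error 0.235, adjusted p-value 0.443). IGLC3 (ENSG00000211679, 22906342 to 22906803) was at 153 ± 63.4 CPM (SD, n = 5) against 81.1 ± 4.61 CPM (SD, n = 5), a log2 fold change of 0.903 (standard error 0.229, adjusted p-value 0.661). Those of IGLV3-10 (ENSG00000211669), IGLV3-21 (ENSG00000211662) and IGLC7 (ENSG00000211685) were 0.743, 0.908 and 0.713. With GapmeR1 alone, IGLC3 had a log2 fold change of 1.44 (adjusted p-value 3.85e-08), and with GapmeR2 alone 0.399 (adjusted p-value 0.278). The direct difference was 1.04 (adjusted p-value 3.50e-05). IGHV3-15, in contrast, had nearly the same log2 fold change with GapmeR1 (0.444, adjusted p-value 0.0365) and GapmeR2 (0.452, adjusted p-value 0.701). Its direct difference was -0.00985 (adjusted p-value 0.976). The neighbouring gene NKX2-3 (ENSG00000119919, chromosome 10, 99532942 to 99536524) had too few counts for the pooled fit (7 to 19 per sample), at 0.400 ± 0.058 CPM (SD, n = 5) against 0.846 ± 0.25 CPM (SD, n = 5). In the single fits NKX2-3 had log2 fold changes of -0.931 with GapmeR1 (adjusted p-value 0.129) and -1.19 with GapmeR2 (adjusted p-value 0.913). Both were lower but short of the threshold. In the block fit IGLC3 had a log2 fold change of 0.880 (adjusted p-value 0.266), and 0 of the 7 genes were past the threshold. One fit of all samples moved these genes most, and 7 of the 7 were past the threshold there, from IGLC3 (0.811, adjusted p-value 4.43e-08) to IGHV3-15 (0.445, adjusted p-value 0.00229). Against NTC and the GapmeRs of the other lncRNAs 5 of the 7 were, and with DESeq2 IGLV2-23 and IGLC6 (adjusted p-values 0.00312 and 0.00217).

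Upon lnc-RTN4R-1 knockdown, 71 of 14911 genes were changed (n = 6 against 5), 41 higher and 30 lower. The replicate block, with samples paired by their labels (correlation of deviations 0.263), gave 293 genes, 191 higher and 102 lower. GapmeR1 alone (n = 3) changed 241 genes (153 higher, 88 lower) and GapmeR2 alone (n = 3) 996 (416 higher, 580 lower). Of these, 51 genes were shared by both GapmeRs with the same sign (27 higher, 24 lower), and a further 11 were changed in opposite directions. Both single fits used the same controls, so their calls are not independent and the number shared may be raised. With the block, 430 genes were shared. WWOX (ENSG00000186153, chromosome 16, 78099400 to 79212667) had the smallest adjusted p-value, with 9.61 ± 0.612 CPM (SD, n = 6) against 41.6 ± 3.30 CPM (SD, n = 5) and a log2 fold change of -2.12 (standard error 0.0729, adjusted p-value 1.67e-10). With lnc-ASTN1-1 GapmeR1 it was as low, at 8.92 ± 1.80 CPM (SD, n = 3), so a low level was not limited to the lnc-RTN4R-1 GapmeRs. TBC1D10C (ENSG00000175463, chromosome 11, 67403915 to 67410089) rose from 2.70 ± 0.895 CPM (SD, n = 5) to 10.9 ± 2.06 CPM (SD, n = 6), a log2 fold change of 2.0 (standard error 0.195, adjusted p-value 0.000122). Against NTC and the GapmeRs of the other lncRNAs its log2 fold change was 0.954 (adjusted p-value 0.187), short of the threshold. MYL4 (ENSG00000198336, chromosome 17, 47200446 to 47223679) had a log2 fold change of 2.20 (standard error 0.407, adjusted p-value 0.0258), on 1 to 26 counts per sample. ENSG00000279900 (chromosome 11, 83083687 to 83084138) had -1.70 (standard error 0.340, adjusted p-value 0.0431), on 2 to 17 counts. One fit of all samples gave 758 genes, whereas NTC only as controls gave 11.

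Of the genes the study named for lnc-RTN4R-1, none was past the threshold in the pooled fit. PTPRK (ENSG00000152894, chromosome 6, 127968785 to 128520616) was at 184 ± 81.5 CPM (SD, n = 6) against 312 ± 37.8 CPM (SD, n = 5), a log2 fold change of -0.773 (standard error 0.276, adjusted p-value 0.337). It was -1.48 with GapmeR1 alone (adjusted p-value 5.26e-06) and -0.296 with GapmeR2 alone (adjusted p-value 0.113), and the direct difference of -1.18 was past the threshold (adjusted p-value 0.000203). GBA3 (ENSG00000249948, chromosome 4, 22692914 to 22819575) had a log2 fold change of -0.306 (standard error 0.0829, adjusted p-value 0.140), which the replicate block changed to -0.266 (standard error 0.0482, adjusted p-value 0.0115). AK7 (ENSG00000140057, chromosome 14, 96392128 to 96489427) had -0.301 (standard error 0.138, adjusted p-value 0.469). RTN4R itself (ENSG00000040608, chromosome 22, 20241415 to 20283246) was at 69.7 ± 7.70 CPM (SD, n = 6) against 65.2 ± 5.32 CPM (SD, n = 5), within the spread between replicates (log2 fold change 0.0880, adjusted p-value 0.767). PTPRK in one fit of all samples had a log2 fold change of -0.885 (standard error 0.0804, adjusted p-value 5.48e-08), where GBA3 was past the threshold as well (adjusted p-value 0.0290). PTPRK was also past it against NTC and the GapmeRs of the other lncRNAs (adjusted p-value 0.0441), GBA3 without the low-count filter (adjusted p-value 0.0349), and AK7 under no alternative that kept all replicates.

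Directly between both lnc-RTN4R-1 GapmeRs, 882 genes differed (555 higher and 327 lower with GapmeR1), and 4609 with the block. RBM28 (ENSG00000106344, chromosome 7, 128297685 to 128343908) was at 20.8 ± 1.72 CPM (SD, n = 3) with GapmeR1 and 80.8 ± 2.60 CPM (SD, n = 3) with GapmeR2, a log2 fold change of -1.94 (standard error 0.0775, adjusted p-value 4.31e-06). SMYD3 (ENSG00000185420, chromosome 1, 245749342 to 246507312) was at 27.0 ± 1.11 CPM (SD, n = 3) and 3.94 ± 0.420 CPM (SD, n = 3), a log2 fold change of 2.79 (standard error 0.113). ZEB1 (ENSG00000148516, chromosome 10, 31318495 to 31529814) was at 3.46 ± 0.584 CPM (SD, n = 3) and 28.4 ± 0.409 CPM (SD, n = 3), with -3.02 (standard error 0.133).

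Upon lnc-TIMM21-5 knockdown, 1 of 15029 genes was changed (n = 6 against 5), the target itself. The block, for which the labels give the pairing (correlation of deviations 0.263), moved this comparison most, to 199 genes (110 higher, 89 lower). GapmeR1 alone changed 12 genes and GapmeR2 alone 9, all lower, and no gene was shared, against 424, 50 and 18 with the block. TIMM21 (ENSG00000075336, chromosome 18, 74148523 to 74160531) was at 30.2 ± 1.68 CPM (SD, n = 6) against 30.1 ± 2.45 CPM (SD, n = 5). NETO1 (ENSG00000166342, chromosome 18, 72742314 to 72868146) was at 31.7 ± 3.66 CPM (SD, n = 6) against 31.4 ± 2.11 CPM (SD, n = 5). Their log2 fold changes were -0.00517 (standard error 0.0630) and 0.00149 (standard error 0.0800). Between both GapmeRs, 12 genes differed, and 77 with the block. ZC3H12B (ENSG00000102053, chromosome X, 65034788 to 65507887) was at 0.229 ± 0.067 CPM (SD, n = 3) with GapmeR1 and 6.61 ± 0.229 CPM (SD, n = 3) with GapmeR2, a log2 fold change of -4.82 (standard error 0.236, adjusted p-value 1.02e-05). TUSC3 (ENSG00000104723, chromosome 8, 15417215 to 15766649) had 1.55 (standard error 0.0914, adjusted p-value 3.46e-05). A Y RNA gene (ENSG00000212556, chromosome 3, 127202372 to 127202473), of a family with many similar copies and therefore uncertain, had -2.13 (standard error 0.148, adjusted p-value 0.000122).

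Upon lnc-ASTN1-1 knockdown, 2 of 14755 genes were changed (n = 5 against 5), both lower. These were the target and ENSG00000227706 (a lncRNA gene on chromosome 6, 67878316 to 67889339), at 271 ± 7.95 CPM (SD, n = 5) against 376 ± 6.99 CPM (SD, n = 5), a log2 fold change of -0.472 (standard error 0.0454, adjusted p-value 0.000337). ENSG00000227706 had -0.467 with GapmeR1 alone (adjusted p-value 0.000880) and -0.479 with GapmeR2 alone (adjusted p-value 0.166). Against NTC and the GapmeRs of the other lncRNAs it had -0.330 (adjusted p-value 0.615), short of the threshold. Here too the block, paired by the labels (correlation of deviations 0.263), was the alternative with the largest effect and gave 130 genes (43 higher, 87 lower). GapmeR1 alone (n = 3) changed 108 genes (6 higher, 102 lower) and GapmeR2 alone (n = 2) 2, both lower. The 2 genes shared were the target and SMYD3, against 22 with the block. Against NTC and the GapmeRs of the other lncRNAs, 0 genes were shared. SMYD3 also differed between the GapmeRs against lnc-RTN4R-1, at 27.0 CPM with GapmeR1 and 3.94 CPM with GapmeR2. Its changes were thus not limited to the lnc-ASTN1-1 GapmeRs. ASTN1 (ENSG00000152092, chromosome 1, 176857302 to 177164973) had 1 to 7 counts per sample and was not tested. Between both GapmeRs, 22 genes differed, all lower with GapmeR1, and 647 with the block, in a fit with 1 residual degree of freedom. STX18 (ENSG00000168818, chromosome 4, 4415742 to 4542346) had a log2 fold change of -1.92 (standard error 0.105, adjusted p-value 0.000484), WWOX of -2.03 (standard error 0.152, adjusted p-value 0.00354) and ENSG00000261770 (chromosome 19, 27757184 to 27760849) of -3.15 (standard error 0.267, adjusted p-value 0.00555).

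**Figure D3:**
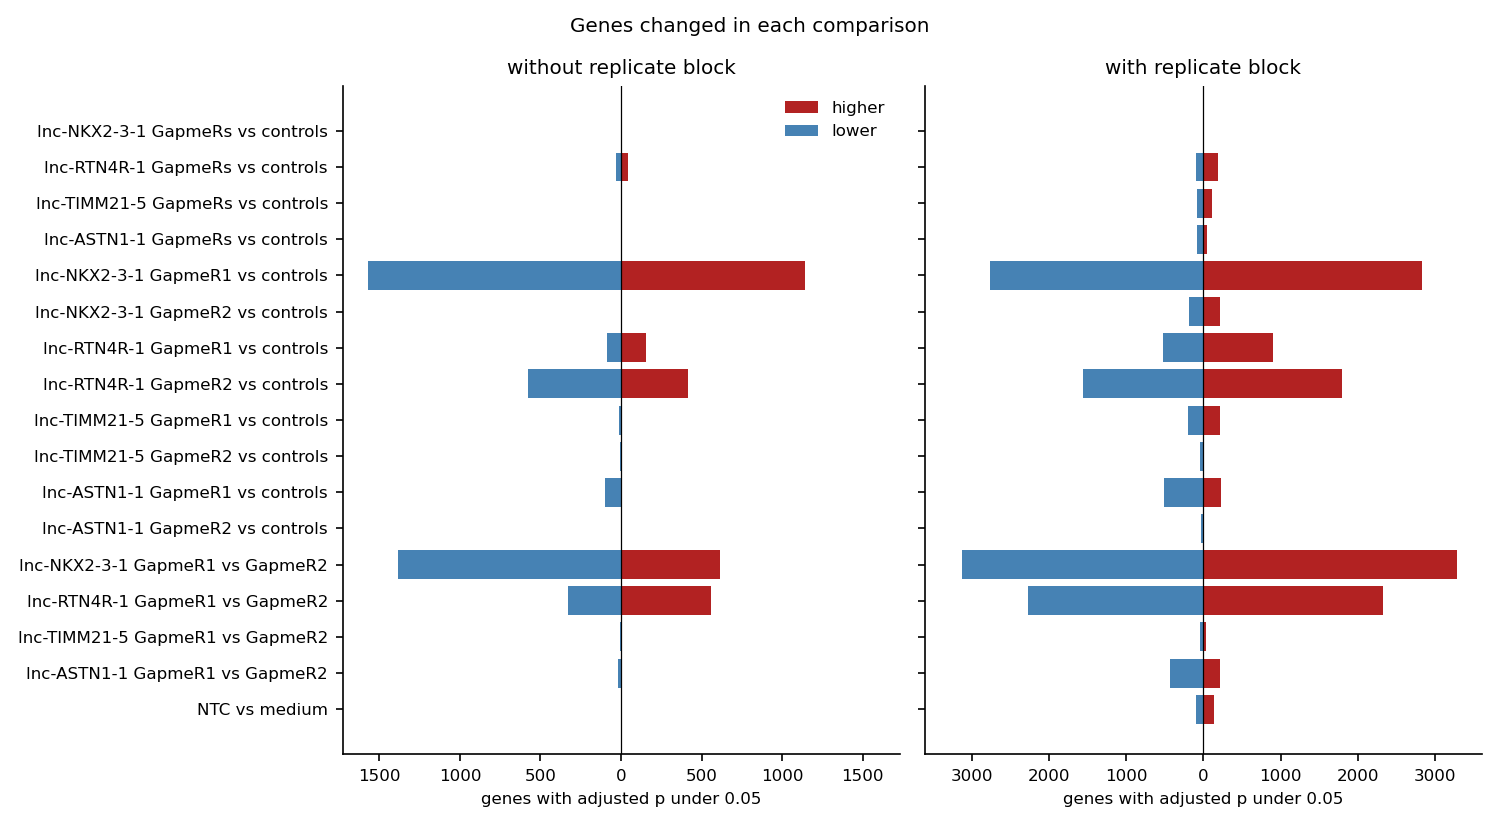
Number of genes with an adjusted p-value under 0.05 in each comparison, without (left) and with (right) the replicate block. Red bars to the right count genes higher, and blue bars to the left genes lower, in the first group named. lnc-NKX2-3-1 GapmeR1 changed 2713 genes without the block and GapmeR2 changed 0.

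Both controls were compared to see whether exposure to a GapmeR with no target changed expression. Of 15100 genes, 0 differed between NTC (n = 3) and medium (n = 2), and the smallest adjusted p-value was 0.923. With 5 samples, small effects could not be detected. With the replicate block (pairing from the labels, correlation of deviations 0.263) 231 genes differed, 140 higher and 91 lower, in a fit with 1 residual degree of freedom.

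The last comparison asked whether both GapmeRs of a lncRNA changed expression alike. Across 16268 genes, which are not independent replicates, the log2 fold changes of GapmeR1 and GapmeR2 correlated (Pearson) at 0.104 for lnc-NKX2-3-1, 0.306 for lnc-RTN4R-1, 0.572 for lnc-TIMM21-5 and 0.392 for lnc-ASTN1-1, a mean of 0.344. The 24 pairs of GapmeRs against different lncRNAs had a mean of 0.371, from 0.0985 to 0.607. Over all ways to pair the 8 GapmeRs, 64 pairings gave a mean at least as large as that of the true pairs, which are among them (exact permutation p = 0.610). All fold changes share the same controls, which raises every correlation. With NTC only as controls the mean was 0.376, and with the replicate block (labels' pairing, correlation of deviations 0.263) it was 0.333.

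**Figure D4:**
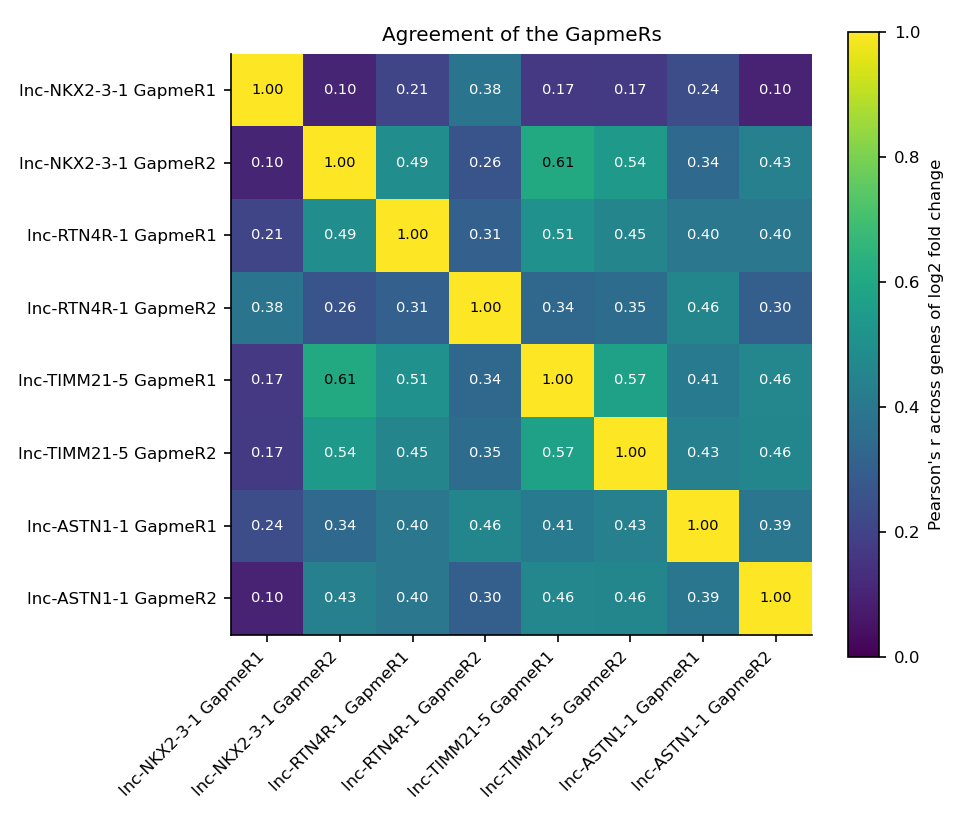
Pearson correlation across 16268 genes of the log2 fold changes against the controls, for each pair of the 8 GapmeRs (rows and columns), with colour from 0 to 1. The 4 pairs against the same lncRNA lie between 0.104 and 0.572, and the 24 other pairs between 0.0985 and 0.607.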

Values the study reported

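The study reported that both GapmeRs chosen for each lncRNA gave at least 80% knockdown in RT-qPCR. For lnc-NKX2-3-1 it reported 75 transcripts with changed expression, 43 of them up and 32 down. For lnc-RTN4R-1 it reported 367 changed transcripts, 241 of them up and 126 down. Each of these comparisons was described as 6 samples versus 6.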

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

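Samples were flagged where 1 sample of a group of 4 to 10 lay far from the rest. Of 83 groups tested, 8 were flagged, and about 4.15 would be by chance. Of these, 5 concern the same sample, lnc-NKX2-3-1 GapmeR2 replicate 3. It had 4.53% unmapped reads (the other lnc-NKX2-3-1 samples had 0.988% to 1.22%), 6.07% multimapping reads (others 6.79% to 6.99%), 71.5% of reads assigned (others 74.5% to 75.6%), 3.95% of counts in its 10 highest genes (others 4.58% to 4.71%) and 3.80% mitochondrial counts (others 4.43% to 4.54%). The 7 other samples of replicate 3 had 1.03% to 2.71% unmapped reads, and in all 5 measures this sample lay outside their range. It had been picked for being extreme, and several of the measures are shares of the same reads. Whether the experiment day accounts for its values therefore cannot be told from this range. Among all samples, 2 of replicate 3 had more unmapped reads than the highest of replicates 1 and 2 (2.20%), which leaves open whether the day raised unmapped reads in some samples. That prediction was made after the values were seen. lnc-TIMM21-5 GapmeR1 replicate 1 had 1.92% unmapped reads (others 1.02% to 1.35%). What the unmapped reads hold is not in the files analysed here, and no biological explanation was tested.

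Single genes gave the other flags. AK7 in NTC replicate 3 was at 5.92 log2 CPM (the other controls 6.43 to 6.64). WWOX in lnc-RTN4R-1 GapmeR2 replicate 1 was at 3.44 log2 CPM (the other 5 samples 3.20 to 3.29), still far below the controls. For AK7 the sample belongs to replicate 3, which lay apart in all groups. The replicate number, which stands for the experiment day, explained 76.5% of the first principal component, and log library size explained 0.352%. Library size thus leaves the separation unexplained. The share for the replicate number restates the separation, so it could not have failed and does not test the day. The prediction for the day was made after the plot of components was seen. For WWOX no explanation was tested.

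The largest flagged difference was between both GapmeRs against lnc-NKX2-3-1, with 1994 genes. Library size was weighed first. With every library thinned to 14627110 counts, 1743 of these genes remained. The experiment day was weighed because GapmeR1 had no replicate 3. With replicates 1 and 2 alone, 2918 genes differed, so the day is not needed for the difference. The strength of knockdown could not be judged. The log2 fold change of the target between GapmeRs was 0.00120, but its standard error of 1.09 leaves room for a large difference. Length bias of the library was judged by rank correlations across genes. The fold change followed gene body length (rho -0.139) more than spliced length (rho -0.0626), which a bias from spliced length would not give. With 2 GapmeR1 samples, splits of the samples were not counted. The predictions for the day and for the strength of knockdown were made after results were seen.

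Between both lnc-RTN4R-1 GapmeRs, 882 genes differed. After thinning, 756 of them remained. Of the genes called in replicates 1 and 2 alone, 97.5% had the same sign in replicate 3, a test of the experiment day. The target was higher with GapmeR1 by a log2 fold change of 0.323 (adjusted p-value 0.396), in 3 of 3 replicate numbers. With the replicate block the adjusted p-value was 0.0662 across all genes and 0.0446 over the 4 targets, an adjustment chosen after the results were seen. GapmeR2 changed more genes against the controls, so for the genes as a set a difference in the strength of knockdown remains possible. Strength alone would not reverse the direction of a change, and 11 genes were changed in opposite directions by both GapmeRs. PTPRK fell more with GapmeR1 (log2 fold change -1.48) than with GapmeR2 (-0.296), although the target was not lower with GapmeR1. For these genes the values argue against strength of knockdown alone. The correlation of the fold change with gene body length was 0.253, against 0.152 with spliced length. Only 1 of the 10 splits of the 6 samples gave as many genes, but 10 splits cannot give a share under 0.1, so chance cannot be excluded by this count. As for lnc-NKX2-3-1, the day and knockdown predictions came after results were seen. The flags for lnc-TIMM21-5, with 12 genes, and lnc-ASTN1-1, with 22 genes, rest on few genes. For lnc-TIMM21-5, 1 of the 10 splits gave as many. For lnc-ASTN1-1 no splits were counted, as GapmeR2 had 2 samples, and no explanation was tested.

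A candidate explanation for genes lowered by a GapmeR is that it also cuts RNAs other than its target, and that long unspliced transcripts offer more sites. Genes lowered at least 2-fold with lnc-NKX2-3-1 GapmeR1 (484 genes) had a median gene body of 80.6 kb, 2.75 times the 29.3 kb of unchanged genes matched for spliced length and expression (permutation p = 1e-04, the smallest 10000 draws can give, 2e-04 after adjustment for 7 tests). Raised genes (69) had a ratio of 0.963 (permutation p = 0.551). With lnc-RTN4R-1 GapmeR2, the 111 lowered genes had a median of 174 kb, 4.45 times that of matched genes (permutation p = 1e-04), and the 53 raised genes a ratio of 1.33 (permutation p = 0.0933). With lnc-RTN4R-1 GapmeR1, the 23 lowered genes had nearly the same ratio, 4.09 (permutation p = 1e-04), and the 34 raised genes one of 1.55 (permutation p = 0.0668). The 19 genes lowered with lnc-ASTN1-1 GapmeR1 had a ratio of 1.89 (permutation p = 0.0202, 0.0354 adjusted). The ratio among lowered genes was therefore similar for both lnc-RTN4R-1 GapmeRs. Their direct fold change still followed gene body length (rank correlation 0.253), so longer genes tended to be lower with GapmeR2. A part for length in how both GapmeRs differ is therefore not excluded. Long bodies among lowered genes are what the explanation predicts for each GapmeR, but the prediction was written after the link with length had been seen, and the GapmeR sites themselves were not analysed here. A biological response that lowers long genes would look the same. The hypothesis therefore remains untested against that alternative.

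Immunoglobulin lambda genes rose more with lnc-NKX2-3-1 GapmeR1 than with GapmeR2. The direct log2 fold changes were 1.06 for IGLV2-23 (adjusted p-value 0.000559), 0.619 for IGLV3-10 (0.0272), 1.17 for IGLV3-21 (5.09e-05), 1.04 for IGLC3 (3.50e-05), 1.04 for IGLC6 (0.000244) and 0.6252 for IGLC7 (0.0320). The experiment day is not needed, since 2 of 2 GapmeR1 samples had IGLC3 above every control of replicates 1 and 2 (at least 222 CPM against at most 86.5 CPM). A response not tied to lnc-NKX2-3-1 was tested with the GapmeRs against other lncRNAs. IGLC3 was past the threshold and higher with 0 of the 6, and with 1 of the 6 in the fit with the replicate block, which was examined after the first result was seen. This was lnc-TIMM21-5 GapmeR1, with a log2 fold change of 0.366 (standard error 0.0884, adjusted p-value 0.367) and 0.371 with the block (adjusted p-value 0.0118), and 3 of 3 samples above every control. The size is close to the 0.399 with lnc-NKX2-3-1 GapmeR2. With lnc-RTN4R-1 GapmeR2, IGLC3 was lower by a log2 fold change of -0.290 (adjusted p-value 0.0248). IGLC3 thus also moved with GapmeRs against other lncRNAs, and a response not tied to the target remains as an explanation, although none of these changes was as large as the 1.44 with lnc-NKX2-3-1 GapmeR1. Reads shared between paralogs were not tested. The gene chosen for that test in advance, IGHM, had a log2 fold change of 0.167 with GapmeR1 (standard error 0.0860, adjusted p-value 0.210), but a heavy chain gene on another chromosome cannot show whether lambda segments share reads. The rise therefore cannot be told apart from that explanation.

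PTPRK was lower with lnc-RTN4R-1 GapmeR1 than with GapmeR2, with a direct log2 fold change of -1.18 (adjusted p-value 0.000203). It was lower in 3 of 3 replicate numbers, so the experiment day is not needed, a prediction made after the result was seen. PTPRK was also lower with all 6 GapmeRs against other lncRNAs, by log2 fold changes from -0.189 to -0.106, past the threshold with 0 of the 6, and with 1 of the 6 in the fit with the replicate block, lnc-NKX2-3-1 GapmeR1 (-0.178, adjusted p-value 0.0300), a fit examined after the first result was seen. A small fall not tied to lnc-RTN4R-1 therefore remains possible, which is close in size to the -0.296 with GapmeR2 but far smaller than the -1.48 with GapmeR1. The target was lowered by both GapmeRs and was not lower with GapmeR1 in any of the 3 replicate numbers, so loss of lnc-RTN4R-1 alone may not account for the difference. An effect of the GapmeR1 sequence on PTPRK is a hypothesis that these data cannot test.

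Counts on the strand opposite to each gene are not used in the report. With the lnc-RTN4R-1 GapmeRs, 5 genes were changed in these counts, 3 higher and 2 lower, against 0 for each of the other lncRNAs. Overlapping genes on the other strand are a candidate source. Of these genes, 5 of 5 overlapped a gene on the other strand whose own counts moved the same way (unadjusted p-value under 0.05), while the counts on their own strand moved likewise in 0 of 5.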

How the results depend on the processing

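The comparisons, their tests, the rule for named genes and the alternatives were fixed before the processed files arrived. Of the 26 headline results, 3 held under every alternative run for them. These were the log2 fold changes of lnc-RTN4R-1 and lnc-ASTN1-1 with their own GapmeRs, and the mean correlation within GapmeR pairs. The correlation stayed short of the threshold throughout. Its main value already came from one fit of all samples, and none was computed against NTC and the GapmeRs of the other lncRNAs. Another normalisation (RLE), a minimum of 10 counts in every sample and the unstranded counts left each headline count within 1.5 times its main value. Unstranded counts nevertheless moved the log2 fold change of lnc-NKX2-3-1 from -2.59 to -0.642. Reads of the other strand were added there to a gene of few counts. They moved ZC3H12B between both lnc-TIMM21-5 GapmeRs further, from -4.82 to -0.798 (adjusted p-value 0.0456).

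With DESeq2 in place of edgeR, the number of genes changed was 6 for lnc-NKX2-3-1 GapmeRs, 249 for lnc-RTN4R-1 GapmeRs, 14 for lnc-TIMM21-5 GapmeRs, 12 for lnc-ASTN1-1 GapmeRs, 8 for lnc-NKX2-3-1 GapmeR2, 364 for lnc-RTN4R-1 GapmeR1, 38 for lnc-TIMM21-5 GapmeR1, 17 for lnc-TIMM21-5 GapmeR2, 184 for lnc-ASTN1-1 GapmeR1, 4 for lnc-ASTN1-1 GapmeR2, 22 for lnc-TIMM21-5 GapmeR1 against GapmeR2 and 62 for lnc-ASTN1-1 GapmeR1 against GapmeR2, while the number shared by both GapmeRs was 5 for lnc-NKX2-3-1, 88 for lnc-RTN4R-1 and 3 for lnc-TIMM21-5. For the target, the log2 fold change was -2.67 for lnc-NKX2-3-1 (adjusted p-value 0.0462). DESeq2 moderates dispersions differently and drops genes by its own independent filtering, which could lower the burden of multiple testing. Whether either of these changed the counts was not tested.

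When no low-count filter was applied, the number of genes changed was 5 for lnc-NKX2-3-1 GapmeRs, 116 for lnc-RTN4R-1 GapmeRs, 19 for lnc-TIMM21-5 GapmeRs, 16 for lnc-ASTN1-1 GapmeRs, 12 for lnc-NKX2-3-1 GapmeR2, 391 for lnc-RTN4R-1 GapmeR1, 51 for lnc-TIMM21-5 GapmeR1, 209 for lnc-ASTN1-1 GapmeR1, 4 for lnc-ASTN1-1 GapmeR2, 1493 for lnc-RTN4R-1 GapmeR1 against GapmeR2, 31 for lnc-TIMM21-5 GapmeR1 against GapmeR2, 94 for lnc-ASTN1-1 GapmeR1 against GapmeR2 and 31 for NTC against medium, while the number shared by both GapmeRs was 7 for lnc-NKX2-3-1, 100 for lnc-RTN4R-1 and 2 for lnc-TIMM21-5. For the target, the log2 fold change was -2.6 for lnc-NKX2-3-1 (adjusted p-value 0.0113). This setting adds genes with very few counts, which could change the dispersion trend that every gene borrows from.

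With only the NTC samples as controls, the number of genes changed was 11 for lnc-RTN4R-1 GapmeRs, 0 for lnc-TIMM21-5 GapmeRs, 99 for lnc-RTN4R-1 GapmeR1, 562 for lnc-RTN4R-1 GapmeR2, 6 for lnc-TIMM21-5 GapmeR1, 4 for lnc-TIMM21-5 GapmeR2, 63 for lnc-ASTN1-1 GapmeR1 and 0 for lnc-ASTN1-1 GapmeR2, while the number shared by both GapmeRs was 19 for lnc-RTN4R-1 and 0 for lnc-ASTN1-1. For the target, the log2 fold change was -2.6 for lnc-TIMM21-5 (adjusted p-value 0.134). This setting leaves 3 control samples, which lowers the power of every comparison. It also removes medium and makes replicate 3 a larger share of the controls. Fold changes moved too, some up and some down. Whether lost power alone gave the lower counts was not tested.

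Against NTC and the GapmeRs of the other lncRNAs, the number of genes changed was 14 for lnc-NKX2-3-1 GapmeRs, 115 for lnc-RTN4R-1 GapmeRs, 1 for lnc-NKX2-3-1 GapmeR2 and 1 for lnc-ASTN1-1 GapmeR2, while the number shared by both GapmeRs was 21 for lnc-RTN4R-1, 1 for lnc-TIMM21-5 and 0 for lnc-ASTN1-1. For the target, the log2 fold change was -2.26 for lnc-NKX2-3-1 (adjusted p-value 0.00501). This reference is larger, which adds power, and carries any response to GapmeRs in general, which could remove changes common to several GapmeRs.

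With all samples in one fit, the number of genes changed was 860 for lnc-NKX2-3-1 GapmeRs, 758 for lnc-RTN4R-1 GapmeRs, 27 for lnc-TIMM21-5 GapmeRs, 108 for lnc-ASTN1-1 GapmeRs, 5 for lnc-NKX2-3-1 GapmeR2, 377 for lnc-RTN4R-1 GapmeR1, 1555 for lnc-RTN4R-1 GapmeR2, 34 for lnc-TIMM21-5 GapmeR1, 196 for lnc-ASTN1-1 GapmeR1, 1479 for lnc-RTN4R-1 GapmeR1 against GapmeR2, 23 for lnc-TIMM21-5 GapmeR1 against GapmeR2 and 90 for lnc-ASTN1-1 GapmeR1 against GapmeR2, while the number shared by both GapmeRs was 4 for lnc-NKX2-3-1, 100 for lnc-RTN4R-1 and 1 for lnc-TIMM21-5. For the target, the log2 fold change was -2.5 for lnc-NKX2-3-1 (adjusted p-value 0.000215). One fit shares the residual spread over all 27 samples, and the mean per group removes the difference between both GapmeRs of a lncRNA from that spread.

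With the replicate block (pairing from the labels), the number of genes changed was 2 for lnc-NKX2-3-1 GapmeRs, 293 for lnc-RTN4R-1 GapmeRs, 199 for lnc-TIMM21-5 GapmeRs, 130 for lnc-ASTN1-1 GapmeRs, 5611 for lnc-NKX2-3-1 GapmeR1, 412 for lnc-NKX2-3-1 GapmeR2, 1426 for lnc-RTN4R-1 GapmeR1, 3364 for lnc-RTN4R-1 GapmeR2, 424 for lnc-TIMM21-5 GapmeR1, 50 for lnc-TIMM21-5 GapmeR2, 731 for lnc-ASTN1-1 GapmeR1, 33 for lnc-ASTN1-1 GapmeR2, 6421 for lnc-NKX2-3-1 GapmeR1 against GapmeR2, 4609 for lnc-RTN4R-1 GapmeR1 against GapmeR2, 77 for lnc-TIMM21-5 GapmeR1 against GapmeR2, 647 for lnc-ASTN1-1 GapmeR1 against GapmeR2 and 231 for NTC against medium, while the number shared by both GapmeRs was 192 for lnc-NKX2-3-1, 430 for lnc-RTN4R-1, 18 for lnc-TIMM21-5 and 22 for lnc-ASTN1-1. The block removes the shift between replicate numbers from the residual spread. It left 1 residual degree of freedom between the lnc-NKX2-3-1 GapmeRs, between the lnc-ASTN1-1 GapmeRs, and between NTC and medium.

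Across the fits that each left out one replicate, the number of genes changed ranged from 23 to 111 for lnc-RTN4R-1 GapmeRs, 0 to 7 for lnc-TIMM21-5 GapmeRs, 1002 to 3618 for lnc-NKX2-3-1 GapmeR1, 114 to 486 for lnc-RTN4R-1 GapmeR1, 529 to 1490 for lnc-RTN4R-1 GapmeR2, 5 to 22 for lnc-TIMM21-5 GapmeR1, 4 to 11 for lnc-TIMM21-5 GapmeR2, 62 to 176 for lnc-ASTN1-1 GapmeR1, 0 to 3 for lnc-ASTN1-1 GapmeR2, 623 to 2918 for lnc-NKX2-3-1 GapmeR1 against GapmeR2, 347 to 938 for lnc-RTN4R-1 GapmeR1 against GapmeR2, 7 to 15 for lnc-TIMM21-5 GapmeR1 against GapmeR2, 4 to 47 for lnc-ASTN1-1 GapmeR1 against GapmeR2 and 0 to 18 for NTC against medium. The number shared by both GapmeRs ranged from 20 to 139 for lnc-RTN4R-1, 0 to 1 for lnc-TIMM21-5 and 0 to 3 for lnc-ASTN1-1. The log2 fold change of the target ranged from -2.95 to -2.42 for lnc-TIMM21-5.

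Only the log2 fold changes of TIMM21 and NETO1 with the lnc-TIMM21-5 GapmeRs, both near 0, changed sign. TIMM21 gave 0.00435 without the low-count filter, 0.0498 with NTC only as controls and 0.0174 with the replicate block, and from -0.0522 to 0.0185 with one replicate left out. NETO1 gave -0.00099 with NTC only as controls and -0.154 against NTC and the GapmeRs of the other lncRNAs, and from -0.0349 to 0.0544 with one replicate left out. The other rows of single genes that changed were 18 weaker and 20 stronger of 493.

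Depth limits 2 of the targets. lnc-NKX2-3-1 had 0 to 23 counts per sample and lnc-TIMM21-5 1 to 40 in their comparisons, so their fold changes have wide errors and cross the threshold with small changes of the fit. NKX2-3 and ASTN1 had too few counts for the pooled fits, and no alternative value of theirs is given.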

Other observations

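Other splits of the samples were refitted to see how often chance gives as many changed genes. For the pooled lnc-RTN4R-1 comparison, 1 of the 100 splits drawn gave as many genes, the true one. For lnc-NKX2-3-1 it was 100 of the 100 splits, since the true count was 0. For lnc-TIMM21-5, 6 of the 100 splits gave as many genes and for lnc-ASTN1-1, 5 of the 100. The split with most genes for lnc-TIMM21-5 (1548 genes) had all 3 replicate 3 samples on one side, and so had the one for lnc-ASTN1-1 (241 genes). A split that follows the experiment day thus gave a larger result than the true one in both. For single GapmeRs, 1 of the 56 splits gave as many genes for each of lnc-RTN4R-1 GapmeR1 and GapmeR2, 56 of the 56 splits for lnc-NKX2-3-1 GapmeR2, 6 of the 56 splits for lnc-TIMM21-5 GapmeR1, 5 of the 56 splits for its GapmeR2 and 3 of the 56 splits for lnc-ASTN1-1 GapmeR1. The largest counts (261, 558 and 404 genes for the last 3) again came from splits with both replicate 3 samples together. For the genes shared by both GapmeRs, 1 of the 100 splits gave as many for lnc-RTN4R-1, and 100 of the 100 splits for lnc-TIMM21-5, where the count was 0.

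With the replicate block, splits were made within each replicate number. As many genes came from 1 of the 36 splits for lnc-NKX2-3-1, 1 of the 100 splits for lnc-RTN4R-1, 1 of the 100 splits for lnc-TIMM21-5 and 1 of the 54 splits for lnc-ASTN1-1, each time the true one. The pairing is taken from the labels, with a mean correlation of deviations of 0.263 for samples with the same number. The 199 genes of lnc-TIMM21-5 and 130 of lnc-ASTN1-1 in the block fit may therefore be hidden by differences between days in the fit without it. The predictions for all these splits were written before the splits were run.

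The number of genes changed upon lnc-NKX2-3-1 knockdown was 0 in the pooled fit. That is lower than the value quoted from the study above. The number for lnc-RTN4R-1 was 71, with 41 higher and 30 lower. That is lower than the values quoted from the study above, in total and in each direction. The sample sets differ, since the study described 6 versus 6, and these fits had 5 versus 5 for lnc-NKX2-3-1 and 6 versus 5 for lnc-RTN4R-1. Both numbers of changed genes also depend on the fit. In the same order they were 6 and 249 with DESeq2, the tool named in the methods, 2 and 293 with the replicate block, and 860 and 758 with one fit of all samples. Only the last pair is above the values quoted from the study. The lnc-ASTN1-1 level that remained was 40.4% of control with GapmeR1 and 52.2% with GapmeR2, and the lnc-RTN4R-1 level 28.1% and 22.7%. Those are smaller reductions than the one quoted from the study above, which was measured by another assay. For lnc-NKX2-3-1 (15.7% and 15.1%) and lnc-TIMM21-5 (18.5% and 13.2%), both with few counts, the mean reductions were not smaller than the quoted one. The lnc-NKX2-3-1 means (0.119 and 0.115 CPM) lay below what the depth can show, 0.134 to 0.175 CPM in these samples. With NTC only as controls its log2 fold change was -2.10. Whether the reduction of lnc-NKX2-3-1 reached the quoted one therefore cannot be told.

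lnc-ASTN1-1 was lower in 6 of 6 samples with the lnc-RTN4R-1 GapmeRs, by a log2 fold change of -0.622. A mislabelled sample was tested by the target of these GapmeRs, and 6 of the 6 samples had lnc-RTN4R-1 below every sample not given them. A mislabelled sample is therefore not favoured. A fall of long genes in general was examined because lnc-ASTN1-1 is a long gene. Of 843 expressed genes with bodies of at least 200 kb, 31 (3.68%) had a log2 fold change as low, and their median was -0.101. The test planned on this share could not decide, since a low rank among long genes does not speak against such a fall. Of the 12763 shorter genes, 38 (0.298%) were as low, with a median of 0.00940, a comparison added after the values were seen. Long genes thus fell more often, and this explanation remains. A response not tied to lnc-RTN4R-1 was tested, after the values were seen, with the 4 GapmeRs against lnc-NKX2-3-1 and lnc-TIMM21-5. Of these, 1 lowered lnc-ASTN1-1, namely lnc-NKX2-3-1 GapmeR1, with a log2 fold change of -0.475 (standard error 0.0992, adjusted p-value 0.00529), lower in 2 of 2 samples than in every control. The fall was therefore not limited to the lnc-RTN4R-1 GapmeRs, and a response not tied to lnc-RTN4R-1 remains as an explanation. A site for the GapmeRs in the long transcript was not analysed here.

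The GapmeRs with most changed genes, lnc-NKX2-3-1 GapmeR1 and lnc-RTN4R-1 GapmeR2, target different lncRNAs, and their log2 fold changes correlated at 0.383 across genes. Shared control samples may raise this value. With lnc-NKX2-3-1 GapmeR1 against medium and lnc-RTN4R-1 GapmeR2 against NTC it was 0.297, but with the controls exchanged it was 0.137, a test added after the first value was seen. lnc-NKX2-3-1 GapmeR1 and medium have no replicate 3 sample, whereas the others have, so the shift of replicate 3 enters these values unequally. With the replicate block (pairing from the labels) they were 0.298 and 0.257. The other pairs of GapmeRs had 54 such values, from -0.173 to 0.225, or from -0.0745 to 0.213 with the block. Genes are not independent replicates and no test was made of the difference between these correlations. How much of the value comes from shared controls cannot be told. A response to these oligonucleotides that does not depend on the target is a candidate explanation, and remains untested.

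Replication-dependent histone genes, whose mRNAs mostly lack a poly-A tail, took at most 0.0435% of the counts in any sample. This is consistent with selection of poly-A RNA, which the methods describe, rather than the ribodepletion in the labels. The threshold of this prediction was written after the values were seen, and no library of known type was at hand for comparison.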
